A study of Mus musculus and synthetic construct with 13 samples. Its data were reported in "CRISPR and biochemical screens identify MAZ as a cofactor in CTCF-mediated insulation at Hox clusters" (2022).

How the data were processed

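The values are read numbers of single guide RNAs, amplified by PCR from cells that carry a pooled CRISPR knockout library. GeCKO v2, the library used, targets each mouse gene with up to 6 guides, 3 in sublibrary A and 3 in sublibrary B, and sublibrary A also targets microRNA genes with 4 guides each. The cells were mouse E14 embryonic stem cells (ESCs) with fluorescent reporters at 2 Hox genes, mCherry at Hoxa5 and eGFP at Hoxa7. Differentiation to cervical motor neurons (MNs) used 1 µM retinoic acid and 0.5 µM of the Smoothened agonist SAG. The 13 libraries comprised 1 plasmid pool, 2 ESC, 2 unsorted MN and 8 sorted MN libraries. The sorted libraries held mCherry-positive cells or cells positive for both reporters, called dual cells here, from 2 screens of each sublibrary. Samples were grouped by their labels, and all data columns of the tables could be assigned to a sample.

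The deposited joint table of plasmid, ESC and MN libraries held raw read counts per guide, which the authors made with MAGeCK and did not scale. The deposited tables of the sorted libraries held a scaled signal per guide, which the authors made by dividing the counts of each library by 1 size factor. The scaling they used is not given in the sources used here. The MAGeCK version is not in the labels, but the paper states it. In each sorted library 100% of the values were whole multiples of the smallest value above 0, to within 0.01 of a whole number, so whole read numbers could be recovered. The deposited table of unsorted cells listed 125793 guides, of which 64804 targeted genes in sublibrary A, 59989 targeted genes in sublibrary B and 1000 were non-targeting. These guides covered 21617 genes, 1147 of them microRNA genes. The sorted tables listed 65959 guides for A and 61139 for B. Guide positions in the genome are not given in the sources used here, and gene positions were taken from the GENCODE M21 annotation of GRCm38.

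Calculations were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with the data.table package. Guides with a mean of at least 10 reads over the libraries of a fit were kept. For the table of unsorted cells, edgeR's quasi-likelihood test compared guides in a single fit of 5 libraries, scaled by the trimmed mean of M-values (TMM). For the sorted tables, limma was run on log2(CPM + 1), where CPM are reads scaled to a fixed library total, with the screen as a block. A count model had been planned for these tables, and limma took its place because the deposited values were scaled. The count model on recovered reads was kept as an alternative. Guides were ranked by one-sided p in each direction, and genes were scored by robust rank aggregation with an alpha of 0.25, which is the gene test of MAGeCK, rewritten here. Gene p-values came from 1e+06 random draws of as many guides, and Benjamini-Hochberg adjustment gave the false discovery rate (FDR) over genes with at least 2 guides. Genes with an FDR below 0.05 are called enriched or depleted. A gene's change is the median log2 ratio over its guides, given with the standard deviation (SD) over guides.

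For the 4 sorted screens together, each gene had 1 value per screen, the mean log2 ratio of dual to mCherry over its guides, centred on the median guide of the screen, and limma tested the 4 values against 0, two-sided. Each screen was also tested alone by the study's kind of rule, a negative binomial ranking of guides and an unadjusted gene p below 0.05. Such a p compares the pair of libraries, not the conditions, and was used only to form lists. Overlap of lists was tested by Fisher's exact test, one-sided, and set against 1000 random relabellings of genes. Agreement between screens was measured by correlations across guides or genes, which are not independent replicates, with 1000 shuffles.

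The design, the thresholds, the alternatives other than those named as added, and 28 gene lists were fixed before the data were examined. Lists were tested with camera (limma) on guides against all other targeting guides, two-sided, with a preset correlation of 0.01 and, as an alternative, an estimated one. The lists for CTCF and cohesin, MAZ-like zinc fingers and Polycomb complexes hold genes the study named from these screens, so they are not independent evidence. The study names Trithorax only as background on chromatin domains, and parts of the MN differentiation pathway as a screen result. Genes were named by a rule: the 10 smallest gene p-values in each direction among genes past the threshold, at most 3 microRNA genes apart, the top 5 where fewer than 5 passed, up to 4 members of each list, the top 5 of each single screen, and a fixed set of boundary, Polycomb, pluripotency, motor neuron and Hox genes. Genes named outside this rule are said to have been chosen after their values were seen.

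Alternatives were other scalings, tests, filters, alpha values, pseudocounts and blocks, and leaving out libraries or screens. Scaling of each sublibrary on its own, a crossed replicate block, removal of microRNA guides, edgeR on the recovered reads and removal of the guide with the most reads in a dual library were added after the data were seen. The procedure was tested on simulated data with 200 changed genes per comparison, spread over 2-fold, 4-fold and 8-fold changes. In the comparison of ESCs with plasmid it recovered 1.49%, 11.9% and 56.1% of genes changed 2-fold, 4-fold and 8-fold, and in that of MNs with ESCs 0%, 34.8% and 69.7%. For the dual against mCherry comparison the shares were 0%, 6.35% and 26.7% in A, 0%, 4.69% and 32.8% in B, and 1.54%, 32.8% and 65.5% over the 4 screens.

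Library totals ranged from 4500909 to 92090807 reads. Shares of guides without reads are given with exact Clopper-Pearson 95% intervals, which cover counting error only, since PCR reads are not independent molecules. The labels number 2 replicates per group without saying whether these were separate cultures. Reads of the replicates differed by 32.3 to 218 times the counting variance (chi-square per degree of freedom over guides), which sequencing the same library again would not give, and the study calls its screens independent and its biological replicates independent differentiations. No sequence reads were analysed here.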

Results

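The data collected were guide RNA abundances from a knockout screen for genes that keep Hoxa7 silent in cervical motor neurons. Hoxa5 (chromosome 6, 52201754 to 52204587 in GRCm38) and Hoxa7 (chromosome 6, 52214491 to 52221854) lie in the same cluster with Hoxa6 between them, and a boundary in this stretch separates active from repressed chromatin in these neurons. A cell that shows both reporters expresses Hoxa7 as well as Hoxa5, which the study reads as a disrupted boundary. The chromatin of these cells was not examined here. Read totals were 9107324 for the plasmid pool, 43352488 and 41148237 for the 2 ESC libraries, and 92090807 and 34925426 for the 2 unsorted MN libraries. Among sorted libraries of sublibrary A, totals were 4500909 (mCherry) and 5210545 (dual) in screen 1, and 18312929 and 16751988 in screen 2. In sublibrary B they were 21515782 and 14883064 in screen 1, and 17327980 and 24165558 in screen 2.

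More guides were without reads in dual cells than in mCherry cells in 4 of 4 screens, on average 20.1% against 5.55%, a difference of 14.6 percentage points (SD 13.7 over screens). An exact permutation test that flips the sign of each pair, chosen after the shares were seen, gave p = 0.125 (two-sided), the smallest that 4 pairs allow. Guides without reads made up 11.2% of sublibrary A in mCherry cells (95% interval 10.95% to 11.4%) and 16.7% in dual cells (16.4% to 17.0%) in screen 1. In screen 2 the shares were 3.14% (3.01% to 3.28%) and 14.8% (14.6% to 15.1%). In sublibrary B they were 4.57% (4.404% to 4.74%) and 39.2% (38.9% to 39.6%) in screen 1, and 3.32% (3.17% to 3.46%) and 9.78% (9.55% to 10.02%) in screen 2. The background in the plasmid pool was 1.34% (1.27% to 1.40%). ESC libraries lacked 2.11% and 1.26% of guides, and MN libraries 5.43% and 3.91%. These shares depend on depth. Thinned to the 4500909 reads of the smallest library, they were 2.23% for the plasmid, 5.97% and 3.10% for ESCs and 12.6% and 10.6% for MNs. Reads of these unsorted libraries spread over the guides of both sublibraries. In the sorted libraries thinning gave 11.2% (mCherry) and 17.1% (dual) in screen 1 and 3.78% and 16.4% in screen 2 of A, and 6.09% and 39.8% in screen 1 and 4.04% and 10.4% in screen 2 of B. The top 1% of guides held 20.8% and 27.1% of reads in the MN libraries, against 5.44% in the plasmid. A single guide against the microRNA gene mir-669m-1 took 6.23% of reads in MN replicate 1, and a guide against Slc25a34, a mitochondrial carrier, took 3.46% in MN replicate 2, both named after their values were seen. Sublibrary A supplied 52.1% of plasmid reads, 20.5% and 62.3% of ESC reads, and 29.8% and 38.6% of MN reads.

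**Figure D1:**
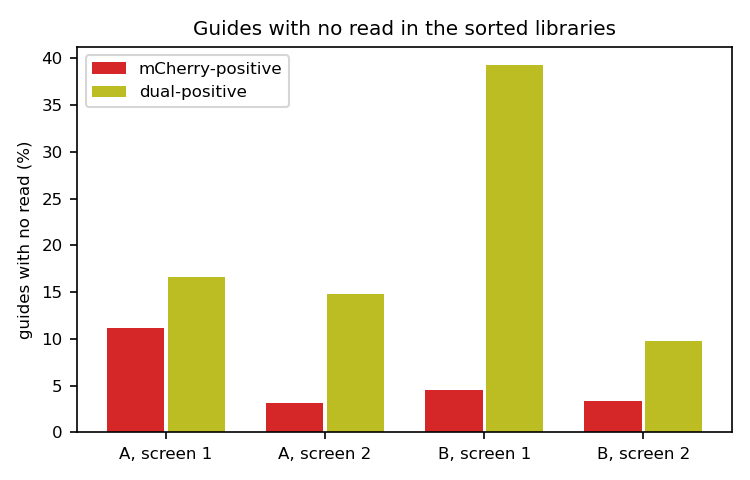
Share of guides without reads (percent) in the 8 sorted libraries, with a bar per library. In each of the 4 screens the dual library lies above its mCherry partner, with 39.2% in dual cells of screen 1 of sublibrary B against 4.57% in mCherry cells.

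ESC libraries were compared with the plasmid pool to look for genes that ESCs need for growth. Depletion alone does not separate such need from other causes of guide loss. Several of the leading genes encode parts of the translation machinery. Rpl7, a protein of the large ribosomal subunit, fell by 2.38 on the log2 scale (SD 0.54 over 5 guides, edgeR FDR 0.00113). Rpl8, Rpl21 and Rpl35 of the same subunit, Rps27 of the small subunit, and the translocation factor Eef2, which moves the ribosome along the message, were depleted at the same FDR. So were Polr2d (-2.17, SD 1.27, 6 guides) and Polr2c (-1.84, SD 0.85, 5 guides), both subunits of RNA polymerase II. The histone gene Hist1h3f (-2.59, SD 0.17, 3 guides) and the vomeronasal receptor gene Vmn2r38 (-2.14, SD 0.70, 4 guides) were depleted too. Vmn2r38 passed in 15 of 15 alternatives. Its 4 guides had 336, 542, 2566 and 809 reads in the plasmid pool, where the median guide had 58. How many genomic sites the guides of Vmn2r38 and Hist1h3f match was not tested. Their calls alone therefore do not show that ESCs need these genes. Pou5f1, which encodes the pluripotency factor OCT4, was depleted with a median change of -1.55 (SD 1.30, 5 guides, edgeR FDR 0.0450).

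In total 196 of 21470 genes were depleted and 0 enriched by edgeR with robust rank aggregation. The plasmid pool is a single library and is assumed to vary like the ESC and MN libraries. At an unadjusted p below 0.05 there were 1405 depleted and 881 enriched genes, where 1073.5 are expected by chance in each direction. DESeq2 gave 163 and 0, and a MAGeCK-like test 151 and 0. The highest-ranked genes on the upper side, Metap1d (1.31), Ccdc90b (1.02), Mmp11 (2.00), Cd7 (1.26) and Olfr74 (0.42), did not pass. The count rested on single libraries, with 79 depleted genes without ESC replicate 1, 54 of them shared, and 4 without ESC replicate 2, 3 of them shared and among these Vmn2r38. With each sublibrary scaled on its own, 227 genes were depleted, 117 of them shared, and the median change of all genes moved by -0.19 log2, from 0.21 to 0.02. Changes below are to be read against that median.

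By gene list, 41 of 76 cytosolic ribosomal proteins were depleted (70 adjusted over the list alone), 0 were enriched and 35 did not pass. Depletion was called for 7 of 39 proteasome subunits (22 over the list alone), among them Psmc5 of the regulatory particle and Psma4 of the core. It was called for 3 of 12 RNA polymerase II subunits (11), which besides the pair named above included Polr2l, and for 6 of 25 core spliceosome genes (19), such as Snrpf, Sf3b1 and Sf3b2. It was called for 4 of 20 cytosolic aminoacyl-tRNA synthetases (12), namely Sars, Iars, Hars and Vars, which charge transfer RNAs with amino acids. For the cytosolic chaperonin, which folds actin and tubulin, it was called for 2 of 8 genes (7), Cct2 and Cct8. Among 36 DNA replication genes 1 passed (14 over the list alone), Rpa3, a subunit of the protein that coats single-stranded DNA. No enriched member was called in any of these lists. Each gene of these lists named here or above lost its call without ESC replicate 2, while its change stayed negative in all alternatives.

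Of 28 lists, 10 passed by camera with the preset correlation. The lowest FDR was that of ribosomal proteins, 7.14e-55 with a median change of -1.20, and all 7 lists above were lower than other genes. The remaining 3 were the inhibitors of p53 (median -0.79, camera FDR 3.57e-07), microRNA genes (median -0.32, 3.74e-13, but upward at 0.00390 without ESC replicate 1) and CTCF and cohesin, whose camera FDR was 0.0170 downward while the list median was 0.05 and the mean -0.04. None of the 10 held with an estimated correlation, where the adjusted p was 0.0509 for ribosomal proteins, polymerase II, spliceosome, replication, chaperonin and tRNA synthetases, 0.0706 for the proteasome, 0.0994 for p53 inhibitors, 0.164 for CTCF and cohesin and 0.659 for microRNA genes. Of 1118 microRNA genes 28 were depleted, led by mir-8117 (-4.29), mir-3470a (-3.89) and mir-6236 (-3.32), and 11 were with the sublibraries scaled apart, which moved the list median from -0.32 to -0.12. Nearly all of the fixed set of boundary and developmental genes did not pass, including Ctcf (-0.65, edgeR FDR 0.555), Smc1a (-0.54, 0.474), Nanog (-0.26, 0.229), Sox2 (0.27, 0.592), Rnf2 (-0.34, 0.920) and Maz (0.19, 1.00). Pou5f1 was the exception.

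**Figure D2:**
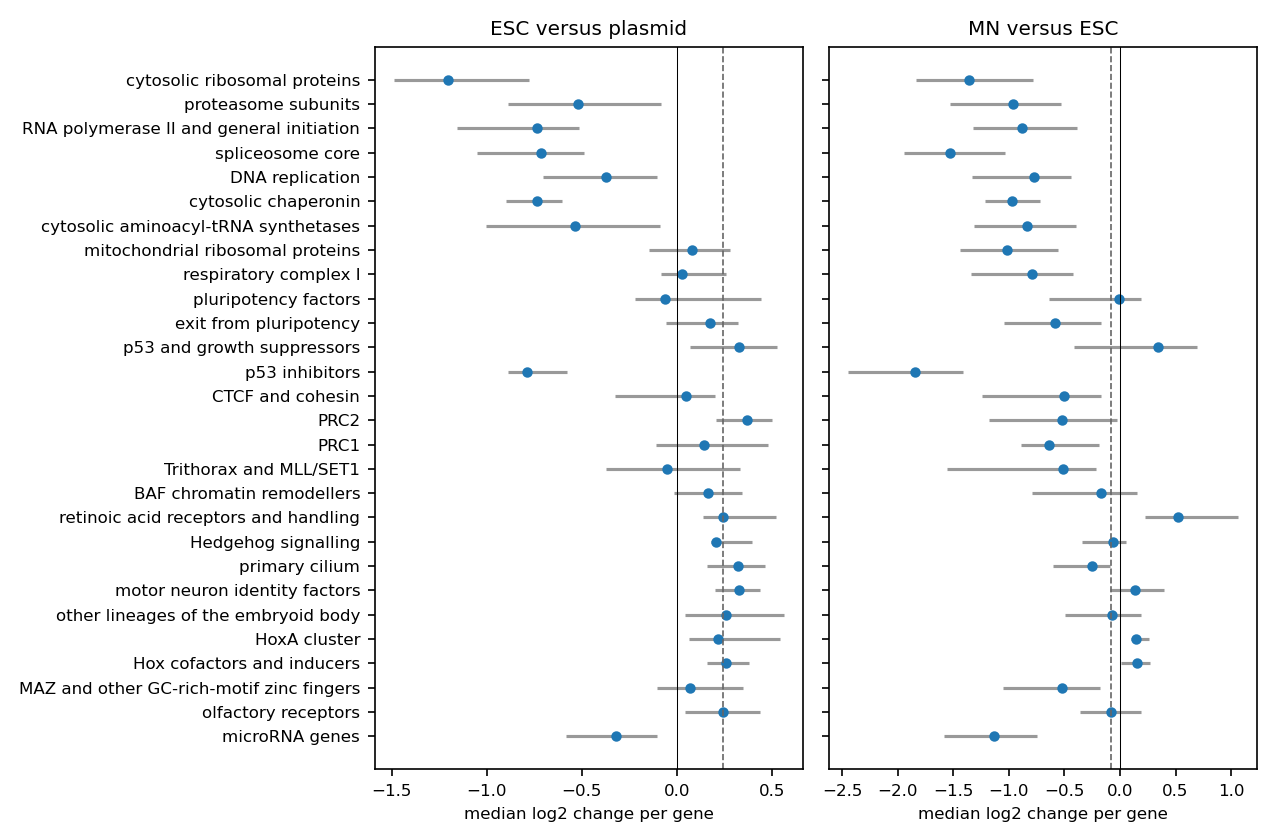
Log2 change of each gene list in ESCs against plasmid and in MNs against ESCs, with points for list medians, lines for the interquartile range of members and a dashed line at the median of olfactory receptors. Ribosomal proteins lie at -1.20 in the former and -1.36 in the latter, and retinoic acid receptors at 0.52 in the latter.

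MN libraries were compared with ESC libraries to find genes whose loss helps or hinders survival and differentiation. Guides against Trp53, which encodes the stress-response factor p53, had the largest change among the enriched genes, with a median log2 change of 4.46 (SD 1.40 over 6 guides, edgeR FDR 0.00307). Receptors through which retinoic acid acts were enriched at the same FDR, Rarg at 3.16 (SD 1.66, 4 guides) and its partner Rxrb at 2.06 (SD 0.81, 6 guides). Also enriched at that FDR were the zinc finger gene Zbtb14 (3.12, SD 1.21) and the ribosomal protein gene Rpl22 (2.63, SD 0.99), each over 6 guides. So were the growth suppressor Nf2 (2.37, SD 0.60) and the phosphatase gene Ppp5c (1.90, SD 0.49), also over 6 guides each. The change of Nf2 ranged from 0.56 to 3.61 over 21 alternatives, and its call was lost without MN replicate 1 under both scalings. The p53 target Zmat3 (2.03, edgeR FDR 0.00537), the deubiquitinase gene Usp22 (1.68, 0.0143) and Nfe2l2, which encodes the oxidative-stress factor NRF2 (1.59, 0.0322), completed the enriched genes.

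Guides against 52 genes were depleted, 3 of them microRNA genes. With the replicate number as a block, 28 of the 52 stayed depleted. Hnrnpk, an RNA-binding protein, changed by -3.92 (SD 2.82, 6 guides, edgeR FDR 0.0107), and Pot1a, which protects chromosome ends, by -3.24 (SD 1.70, 6 guides, 0.0107). Terf2, another protein of chromosome ends, changed by -1.94 (0.0447). The other leading genes were Heatr3, needed for import of ribosomal proteins (-2.73, edgeR FDR 0.0129), the phosphatase subunit Ppp4c (-3.10, 0.0129), Pmvk of sterol synthesis (-2.81, 0.0129), Usp7, which stabilises the p53 inhibitor MDM2 (-3.09, 0.0179), the gamma-secretase subunit Psenen (-3.77, 0.0301), the small GTPase Rac1 (-4.09, 0.0301) and the mitochondrial tRNA synthetase gene Wars2 (-2.84, 0.0332). Pou5f1 was depleted as well (-4.40, SD 3.34, 5 guides, edgeR FDR 0.0476). It did not pass with the replicate number as a block or with a crossed block, and neither did mir-1954 and Ndufa8, given below. Usp7 did not pass with the replicate number as a block, and mir-6380 not with the crossed block. The microRNA genes were mir-1954 (-4.90, edgeR FDR 0.0188), mir-6380 (-3.31, 0.0188) and mir-8094 (-4.03, 0.0448), the last of which had an FDR of 0.0853 with the sublibraries scaled apart.

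**Figure D3:**
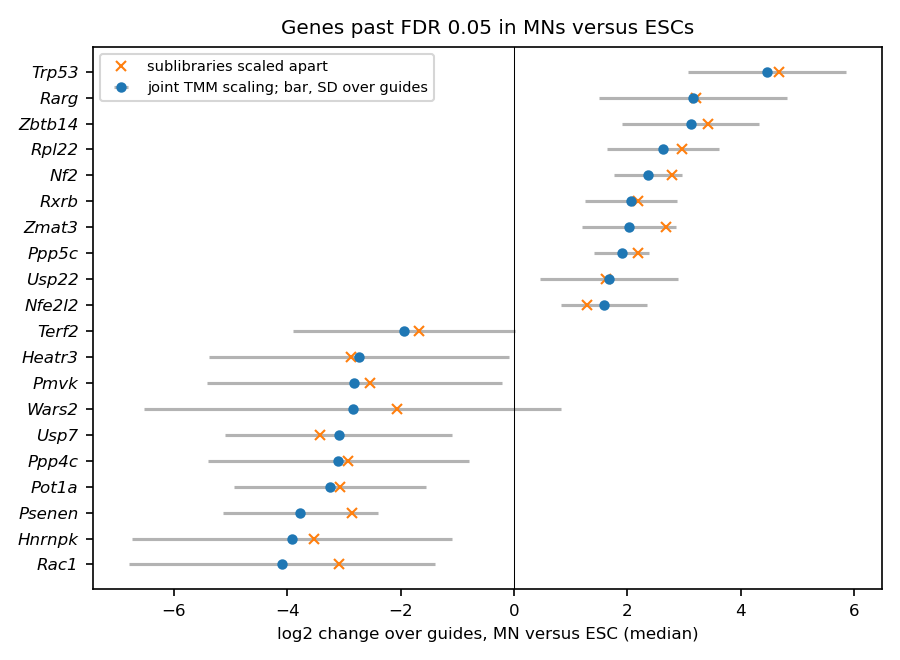
Median log2 change over guides in MNs against ESCs for the 10 enriched and 10 of the depleted genes, with bars for the SD over guides and crosses for the sublibraries scaled apart. Trp53 stands at 4.46 and Rarg at 3.16, and Hnrnpk at -3.92.

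At an unadjusted p below 0.05, 916 genes were higher and 1440 lower, where 1073.5 are expected in each direction. How many genes passed depended on the scaling. With each sublibrary scaled on its own, 44 genes were enriched and 356 depleted, including 10 and 47 of those above, and the median of all genes moved by 0.18 log2, from -0.13 to 0.05. Trp53 and Zbtb14 passed in 21 of 21 alternatives, Rpl22 in 20, Rarg, Rxrb, Ppp5c and Zmat3 in 19, Nf2, Pot1a, Heatr3 and Rac1 in 18, Nfe2l2 and Ppp4c in 17, Hnrnpk, Psenen and Terf2 in 16, Usp7, Usp22 and Pmvk in 15, Setd1a and Wars2 in 14, Rpl9 in 12, Pou5f1 and Rps3 in 11 and Ndufa8 in 9. Of the microRNA genes mir-1954 passed in 7 of 19, mir-6380 in 11 of 19 and mir-8094 in 7 of 20. Enriched and depleted genes numbered 4 and 0 without ESC replicate 1, 35 and 374 without ESC replicate 2, 15 and 0 without MN replicate 1, and 4 and 14 without MN replicate 2. With the sublibraries scaled apart the same leave-outs gave 27 and 224, 30 and 401, 26 and 254, and 19 and 94. 

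The receptors and handling proteins of retinoic acid as a list stood above other genes (median 0.52, camera FDR 1.37e-06, adjusted p = 0.1004 with an estimated correlation), with 2 of 16 enriched (6 adjusted over the list alone) and 14 not passing. Rxra was among the latter (1.53, edgeR FDR 0.0736, and 0.00102 with the sublibraries scaled apart). The p53 pathway and growth suppressors were also higher (median 0.34, camera FDR 6.63e-05, adjusted p = 0.1004 with an estimated correlation), with Trp53 and Nf2 enriched among 22 members (5 over the list alone). Their counterparts, the inhibitors of p53, lay at a median of -1.85 (camera FDR 1.10e-07, adjusted p = 0.1004 with an estimated correlation). Of these 4 genes Usp7 was depleted and Mdm2, Mdm4 and Ppm1d did not pass over all genes, while 4 of 4 passed adjusted over the list alone. The pluripotency factors as a list did not pass (median -0.01, camera FDR 0.851), with Pou5f1 depleted among 20 members.

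Lists of essential genes lay below other genes. Cytosolic ribosomal proteins had a median of -1.36 (camera FDR 1.41e-11, adjusted p = 0.112 with an estimated correlation), and of 76 members Rpl22 was enriched, Rps3 and Rpl9 were depleted and 73 did not pass, while 16 were depleted with the sublibraries scaled apart. The spliceosome (median -1.53, camera FDR 3.78e-09), mitochondrial ribosomal proteins (-1.02, 2.54e-07), DNA replication (-0.77, 3.97e-05) and respiratory complex I (-0.79, 6.58e-04) had adjusted p = 0.1004 with an estimated correlation. In these 4 lists the only gene past the threshold was Ndufa8 of complex I (-2.75, edgeR FDR 0.0448, passing in 9 of 21 alternatives). With the sublibraries scaled apart 3, 6, 1 and 5 of their genes were depleted. The proteasome (-0.96, camera FDR 1.52e-05) and the tRNA synthetases (-0.83, 0.00489) had adjusted p = 0.112 with an estimated correlation, RNA polymerase II (-0.88, 0.00331) 0.118, and the chaperonin (-0.97, 0.00697) 0.123, each with 0 genes past the threshold by edgeR in 39, 20, 12 and 8 members (2, 1, 0 and 0 depleted with the sublibraries scaled apart). MicroRNA genes had a median of -1.13 (camera FDR 5.31e-10, adjusted p = 0.587 with an estimated correlation), which moved to -0.10 with the sublibraries scaled apart, and without ESC replicate 2 the test pointed upward (camera FDR 0.389).

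Several lists of chromatin regulators were lower by camera with the preset correlation, with few genes past the threshold. The Trithorax list (median -0.51, camera FDR 0.00281, adjusted p = 0.123 with an estimated correlation) had 1 of 18 depleted (4 over the list alone), the histone methyltransferase gene Setd1a (-2.66, edgeR FDR 0.0448). CTCF and cohesin (-0.50, camera FDR 0.00356, adjusted p = 0.112 with an estimated correlation), PRC1 (-0.63, 0.0286, 0.123) and MAZ-like zinc fingers (-0.52, 0.0253, 0.139) had 0 of 17, 23 and 12 genes past the threshold by edgeR. PRC2 did not pass (-0.52, camera FDR 0.102, adjusted p = 0.198 with an estimated correlation). It did by camera with the preset correlation when the sublibraries were scaled apart (0.0123), and also without ESC replicate 2. Its catalytic subunit gene Ezh2 (-1.44, edgeR FDR 0.293) and Eed (-2.06, 0.169) then passed at 0.0112 and 0.0264, as did the cohesin gene Smc3 (-1.30, from 0.886 to 0.0463) and the Hedgehog transducer Smo (-1.70, from 0.304 to 0.00339). Ctcf (-0.28, from 0.788 to 0.158), Rnf2 (-1.11, from 0.659 to 0.0650) and Maz (-0.63, from 1.00 to 0.599) did not pass under either scaling, nor did Rad21 (-1.24), Nipbl (-1.29), Suz12 (-1.05), Smc1a (-0.46), Stag2 (-0.17), Zfp143 (-0.50), Sox2 (-0.59), Nanog (-0.61) or Rara (0.53). Genes for exit from pluripotency were lower (-0.58, camera FDR 0.00372, adjusted p = 0.112 with an estimated correlation) with 0 of 20 past the threshold by edgeR.

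Genes that define motor neurons were not lost or gained detectably. Olig2 (0.40), Mnx1 (0.10), Isl1 (0.00), Lhx3 (0.16), Hoxa5 (-0.16) and Hoxa7 (-0.10) did not pass by edgeR under either scaling. By camera the lists of motor neuron factors (median 0.13, FDR 0.160), HoxA genes (0.14, 0.547), Hox cofactors (0.15, 0.294), Hedgehog signalling (-0.06, 0.986), primary cilium (-0.25, 0.709), BAF remodellers (-0.17, 0.986), olfactory receptors (-0.08, 0.294) and other lineages of the embryoid body (-0.07, 0.851) did not pass. For the last of these and for olfactory receptors the test pointed upward while the list median was below 0.

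Dual cells were compared with mCherry cells to find genes whose loss switches on Hoxa7. In sublibrary A, guides against Rfwd2, which encodes the ubiquitin ligase COP1, were enriched (median 3.69, SD 2.21 over 3 guides, limma FDR 0.0208). Gene changes of Rfwd2 were 3.34 in screen 1 and 1.75 in screen 2. Guides against Tab2, an adaptor of the TAK1 kinase, were depleted (-2.56, SD 1.04 over 3 guides, limma FDR 0.0415). The next genes did not pass, Det1 (2.33, limma FDR 0.104), which encodes a partner of COP1, and Tmem72 (2.07, 0.104). Both passed with a mean of at least 50 reads, and Det1 also with no replicate block. Vmn1r163 (1.13), the proteasome gene Psmb5 (1.90) and, on the lower side, Ift74 of ciliary transport (-1.29), Pld4 (-3.14), mir-708 (-2.34) and Dcaf7 (-2.38) followed without passing. Maz (chromosome 7, 127022130 to 127027037), a zinc finger factor that the study put forward as a boundary factor, ranked 9 with a median of 1.45 (SD 2.44, 3 guides, limma FDR 0.657) and changes of -0.72 in screen 1 and 3.41 in screen 2. Hoxa5 (1.11), Hoxa7 (-0.72) and Trp53 (-0.08) did not pass, and Ctcf had too few guides to be tested.

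Rfwd2 passed in 12 of 14 alternatives and Tab2 in 3 of 14. Enriched and depleted genes numbered 1 and 0 without mCherry replicate 1 or without mCherry replicate 2, 0 and 0 without dual replicate 1, and 2 and 0 without dual replicate 2, where Ogfr, named after its values were seen, joined Rfwd2. The limma FDR of Rfwd2 without dual replicate 1 was 0.166, and that of Tab2 was 0.342 to 0.965 over the 4 leave-outs. With factors from non-targeting guides Trp53 joined Tab2 among depleted genes, giving 1 enriched and 2 depleted. At an unadjusted p below 0.05, 1098 genes were higher and 1061 lower, where 1037.55 are expected in each direction. DESeq2 gave 1 enriched and 0 depleted genes, and the MAGeCK-like test 0 and 0.

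In sublibrary B, guides against Spop, which encodes a substrate adaptor of the CUL3 ubiquitin ligase, were enriched (median 1.97, SD 0.44 over 3 guides, limma FDR 0.0197). Its changes were 3.30 in screen 1 and 0.73 in screen 2. Leaving out any 1 of the 4 libraries ended this call, with an FDR of 0.293 (median 2.20) without mCherry replicate 1, 0.965 (0.32) without dual replicate 1, 0.821 (1.75) without mCherry replicate 2 and 0.158 (2.94) without dual replicate 2. Apobr, a lipoprotein receptor gene, came next without passing (1.93, limma FDR 0.0887), followed by Palm3 (1.67), Sgms1 (2.05) and Gxylt1 (1.77). The lowest genes, Sncb (-2.78), Fbp2 (-2.64), Snrpf (-1.36), Col4a1 (-1.38) and Chd3 (-0.76), did not pass. Maz ranked 380 with a median of 0.93 (SD 0.30, 3 guides, limma FDR 0.964). Det1 (1.68, limma FDR 0.887), Ctcf (-0.53, 1.00), Hoxa5 (-0.58), Hoxa7 (-2.11) and Smo (2.20, 0.887) did not pass. No gene was depleted by limma, with 979 lower and 970 higher at an unadjusted p below 0.05. DESeq2 gave 0 enriched and 0 depleted, and the MAGeCK-like test 1 and 0.

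No list passed by camera in either sublibrary. The lowest p-values in both were those of Hedgehog signalling (unadjusted p = 0.00492 in A and 0.0124 in B, upward, limma), although its median in B was -0.03, and of the primary cilium (unadjusted p = 0.00768 in A and 0.00371 in B, downward, limma), which in B was the 1 list to pass without dual replicate 1. The medians of olfactory receptors, taken as a background, were -0.16 in A and -0.49 in B, and the medians of other lists are to be read against these.

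**Figure D4:**
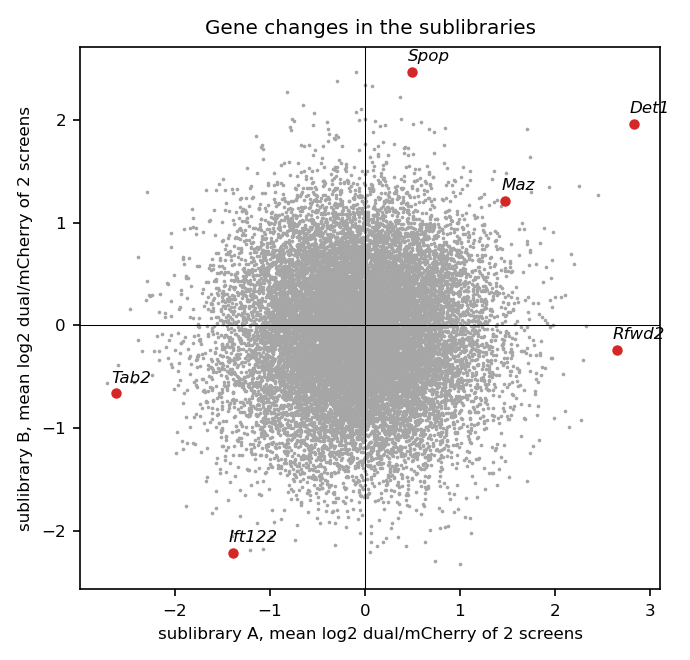
Mean log2 change from mCherry to dual cells in sublibrary A (horizontal) and sublibrary B (vertical), with a point for each gene. Points form a round cloud with a correlation of 0.0115 across genes, and Det1 lies high on both axes.

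Over the 4 screens together, which give each gene 4 values, 0 of 19105 genes passed in either direction by limma. At an unadjusted p below 0.05 there were 274 higher and 729 lower genes, where 955.25 are expected over both directions together. Olfactory receptors, taken as a background, had a median of -0.07 on this scale. The excess of lower genes was therefore not read as depletion in dual cells. Det1 (chromosome 7, 78821547 to 78847263) ranked first with a mean log2 change of 2.40 (SD 1.31 over screens, n = 4, limma FDR 0.734). Its values were 2.90 and 2.76 in the screens of A and 3.44 and 0.49 in those of B, and it passed without screen 2 of B (limma FDR 0.0263). Kif5a, a kinesin motor (1.81), Trim39 (1.81), Aoc2 (1.64) and Ccdc84 (1.69) followed among genes with higher values. The lowest were Ift122 of ciliary transport (-1.80, SD 0.71, n = 4, limma FDR 0.922), the phosphodiesterase gene Pde4b (-1.59), Pmel (-1.70), Mpv17l2 (-1.58) and Pcdhb11 (-1.57). Maz averaged 1.35 (SD 1.72, n = 4, limma FDR 0.922) from -0.60 and 3.56 in A and 1.504 and 0.93 in B. Rad21 was above 0 in 4 of 4 screens after centring (0.93, SD 0.58, n = 4, limma FDR 0.922). In the fits of each sublibrary, without this centring, its change was -0.47 in screen 1 of B and 0.47 in screen 2. In A it was 1.57 and 0.95 there. Hoxa5 (0.66), Hoxa7 (-0.81), Ezh2 (-0.03), Eed (0.53), Smc1a (-0.37), Smc3 (0.23), Stag2 (-0.57), Nipbl (-0.66), Zfp143 (-0.86), Olig2 (-0.44), Mnx1 (-0.61), Isl1 (0.05), Lhx3 (-0.56), Rara (-0.18), Trp53 (-0.11) and Smo (0.84) did not pass either.

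Guides against the primary cilium, the antenna through which Hedgehog signals are received, were lower as a list (median -0.61, camera FDR 1.26e-04, adjusted p = 0.377 with an estimated correlation). Of its 26 genes, 23 had a mean below 0, and 1 passed adjusted over the list alone. The background also lay below 0, as medians of random lists matched on mCherry reads fell mostly between -0.29 and 0.11. Hedgehog signalling was higher (median 0.24, camera FDR 0.00271, adjusted p = 0.795 with an estimated correlation), led by Spop (1.49), Gnas (1.33), Smo (0.84) and Sufu (0.78), with 0 of 14 past the threshold by limma. Without screen 1 of A its camera FDR was 0.173. These 2 lists were the only ones to pass by camera with the preset correlation.

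**Figure D5:**
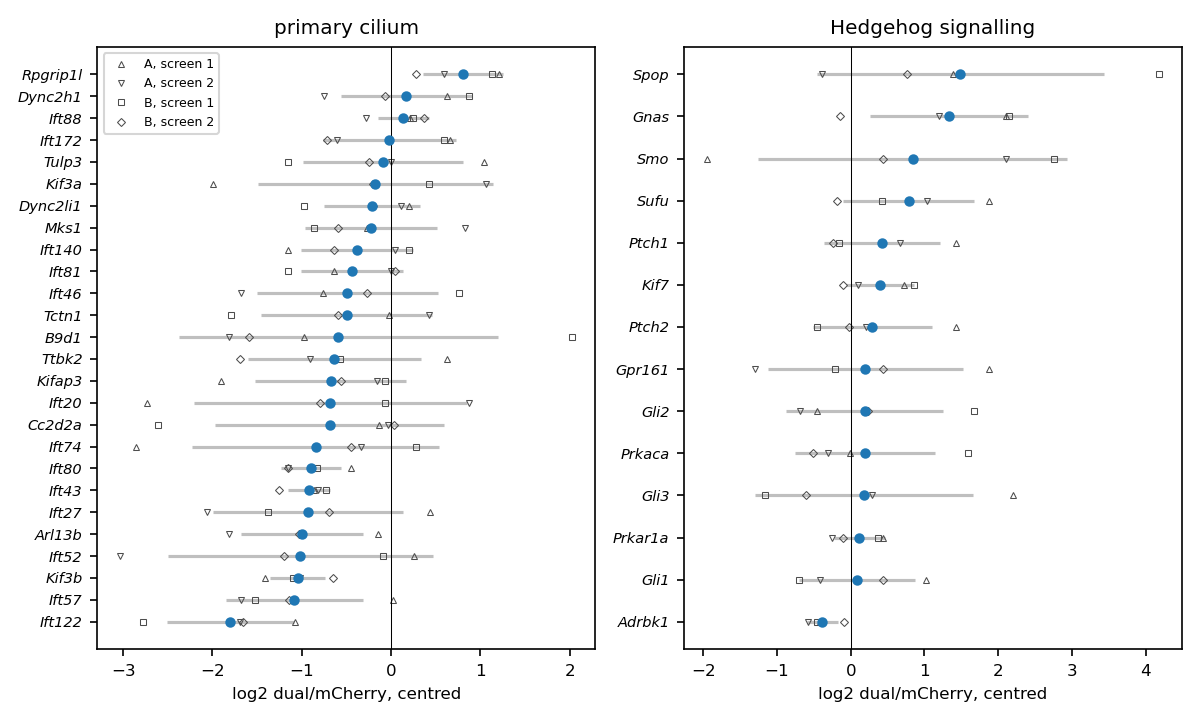
Mean log2 change from mCherry to dual cells over the 4 screens for genes of the primary cilium and of Hedgehog signalling, with a filled point per gene, lines for the SD over screens and open symbols for single screens. Cilium genes centre on -0.61 and Hedgehog genes on 0.24.

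Each screen was also taken alone, as in the study. The lists held 978 of 19033 genes in screen 1 of A, 1097 of 20828 in screen 2 of A, 1008 of 19327 in screen 1 of B and 1000 of 19603 in screen 2 of B. Chance alone would list 952, 1041, 966 and 980. The leading genes were Abhd13, mir-3062, Skp1a, Rfwd2 and Tyr in screen 1 of A, and Det1, Rfwd2, Olfr124, Vmn1r163 and Tm6sf2 in screen 2 of A. In B they were Spop, Fgf16, Gtpbp8, Zfp526 and Apobr in screen 1, and Garnl3, Zfp707, Atoh1, Serpinb12 and Gm6904 in screen 2. Rfwd2 and Det1 stood among the first 11 genes in both screens of A. Maz ranked 4800 and 11 in the screens of A, and 1264 and 373 in those of B.

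The lists of the sublibraries overlapped as much as unrelated lists would. Of 19385 genes testable in both, 1891 were listed in A and 1905 in B, and 186 in both, against 185.8 for independent lists and 162 to 210 in 1000 relabellings (Fisher's exact p = 0.507, one-sided). Within a sublibrary, screens 1 and 2 shared 62 genes in A against 50.7 (Fisher's exact p = 0.0585) and 66 in B against 50.1 (p = 0.0132, Fisher's exact test). On simulated data with 100 genes enriched in both sublibraries, the overlap was 209 against 163 and held 59 of the 100.

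Agreement between screens was low at the level of guides. The ratio of dual to mCherry in screen 1 correlated with that in screen 2 at r = -0.00048 across 59117 guides of A (shuffles -0.00848 to 0.00872) and at 0.00226 across 56113 guides of B (-0.00821 to 0.00769). Across 19105 genes, the mean change in A correlated with that in B at 0.0115 (permutation p = 0.114, shuffles -0.0138 to 0.0133). The same measure was 0.303 for MNs against ESCs and 0.261 for ESCs against plasmid, across 19680 genes each. With a mean of at least 200 reads these fell to 0.211 and 0.0234 across 3966 genes. The value for the sorted screens was then 0.00121 across 2628 genes. The contrast with ESCs against plasmid was therefore not seen at that filter. The filter takes the mean over all libraries of the fit, and the median guide had 58 plasmid reads. It thus also selects on the ESC and MN reads being compared, so the fall does not by itself show weak agreement. Across guides, however, the change from ESCs to MNs in number 1 correlated with that in number 2 at -0.0384 in A and 0.183 in B. Guide levels of the replicates correlated at 0.875 in A and 0.942 in B for ESCs, and at 0.712 and 0.810 for MNs.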

Values the study reported

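The study used the GeCKO v2 library at a multiplicity of infection of about 0.4 and 300-fold coverage. It kept infected stem cells for 7 days in culture and then differentiated them for 6 days. Each of its sorted screens yielded about 1000 positively selected genes, and 215 genes were candidates across the 4 screens. Maz ranked 2 in a screen of library A and 486 in a screen of library B. The study found Maz again in secondary screens with a custom library, only where the CTCF sites were intact. It also reports that Maz knockout, or deletion of MAZ motifs, derepressed posterior Hox genes in MNs. Data of those experiments were not part of the 13 libraries. The study also named Polycomb genes, CTCF and cohesin components among those lost in MNs against ESCs at an FDR below 0.05. Here Ctcf did not pass under either scaling. Ezh2, Eed and Smc3 passed with the sublibraries scaled apart but not in the main fit. The cause of this difference was not tested.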

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

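The scaling of each sublibrary on its own, the crossed replicate block, removal of microRNA guides, edgeR on recovered reads and removal of the top guide of dual cells in screen 2 of A were chosen after seeing the data, and the other alternatives before. Of the main results under their alternatives, 152 values kept their direction and side of the threshold, 61 counts moved by more than 1.5 times and 8 values passed a threshold that the reported value did not. Of the values for single genes and lists, 10648 were the same, 324 no longer passed, 179 newly passed and 2 reversed. The reversed ones were the camera test of microRNA genes, FDR 0.00390 upward in ESCs without ESC replicate 1 (1.63e-19 downward without ESC replicate 2) and 0.389 upward in MNs without ESC replicate 2 (6.79e-16 downward without ESC replicate 1). Where no cause is given below, the cause was not tested.

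Depleted genes in ESCs numbered 86 with a mean of at least 50 reads, and 4 to 79 when an ESC replicate was left out, or 59 to 281 with the sublibraries scaled apart as well. In MNs against ESCs, enriched and depleted genes numbered 44 and 356 with the sublibraries scaled apart, 17 and 34 with DESeq2, 10 and 28 with the MAGeCK-like test, 10 and 7 with factors from non-targeting guides, 12 and 15 with a mean of at least 50 reads, 16 and 48 with an alpha of 0.10, 10 and 18 without microRNA guides, and 11 and 24 with ESCs and MNs fitted alone. With the replicate number as a block they were 20 and 44, of which 10 and 28 were shared with the fit without a block. With a crossed block they were 12 and 70, of which 9 and 39 were shared. Among named genes, Pou5f1, Ndufa8 and mir-1954 did not pass with either block. Usp7 and Rps3 did not pass with the replicate number as a block, and Usp22 and mir-6380 not with the crossed block. The ranges when a replicate was left out were 4 to 35 enriched and 0 to 374 depleted, and with the sublibraries scaled apart 27 to 30 and 224 to 401 for ESC replicates, and 19 to 26 and 94 to 254 for MN replicates. The labels number ESC and MN libraries like the sorted screens, which points to pairing by screen. Deviations of the same replicate number in ESCs and MNs correlated at -0.164 across guides of A and at 0.114 across those of B. Over both the value was -0.0335, so these correlations do not settle whether the numbers pair the libraries. The fit without a block was kept, and calls lost with a block depend on that choice.

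In sublibrary A, enriched and depleted genes numbered 1 and 2 with factors from non-targeting guides, 1 and 0 with DESeq2, with no filter, with an alpha of 0.10 and with edgeR on recovered reads, 0 and 0 with the MAGeCK-like test, 3 and 0 with a mean of at least 50 reads, and 2 and 0 with no replicate block. Leaving out a replicate gave 0 to 2 enriched and 0 to 0 depleted. In sublibrary B, DESeq2, edgeR on recovered reads and no replicate block gave 0 enriched genes, and leaving out a replicate gave 0 to 0. Over the 4 screens, leaving out a screen gave 0 to 1 enriched genes, the 1 being Det1 without screen 2 of B. Each left-out library leaves its group with 1 library, which is then assumed to vary like the other group.

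With an estimated correlation, 0 lists passed in ESCs against plasmid, in MNs against ESCs and over the 4 screens. Leaving out a replicate gave 8 to 12 lists in ESCs, 6 to 18 in MNs and 0 to 1 in sublibrary B, and leaving out a screen 1 to 2 over the 4 screens. The overlap of lists under negative selection was 1.14 times that of independent lists (Fisher's exact p = 0.0229). Over single pairs of screens from different sublibraries, the overlap of the main lists ranged from 0.878 to 1.15 times. Screen-to-screen correlations in A were -0.0247 with a mean of at least 50 reads, -0.0751 with at least 200 and -0.00989 with a pseudocount of 5. In B they were -0.0158, -0.0817, 0.0127 with a pseudocount of 0.5 and -0.0128 with 5. The read filters select on the same reads that form the ratios, so no conclusion is drawn from the shifts they gave. Small changes could be missed, since on simulated data 2-fold changes were recovered for at most 1.54% of genes. For 4-fold and 8-fold changes the highest shares were 34.8% and 69.7%.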

Other observations

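The tests of counting error, of random loss of guides and of low read numbers for the cilium list were planned, and those of low read numbers for the Hedgehog list, the Maz guides, single screens, Hedgehog regulators, other splits, COP1 and DET1, histone genes and lookups between sublibraries were chosen after the results were seen.

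Ratios of dual to mCherry cells agreed little between screens across guides, although Rfwd2 and Det1 ranked high in both screens of A and the lists of the screens of B shared 66 genes against 50.1 for independent lists. Counting error explained at most 2.995% of the variance of the log2 ratios of non-targeting guides in any screen, which argues against read depth as the main cause. Non-targeting guides spread at least 0.935 times as widely as targeting guides in every screen, with SDs of 1.66, 1.17, 1.92 and 0.81 log2. Random gain and loss of guides in few sorted cells may therefore account for most of the differences between screens. The study states a coverage for its screens, which if it held in the sorted cells would leave less room for such loss. The number of cells in each sorted library is not given in the sources used here, so this stays a hypothesis, and a true effect of single genes is not excluded.

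Among guides in screen 2 of A, 1 Maz guide stood out, with 682 reads in mCherry cells and 229685 in dual cells, 359 times as many by CPM and 1.37% of the library. Of the other 2 Maz guides of A, 0 lay above the range of non-targeting guides in that screen (log2 ratios -0.05 and 0.87), and the same guide had -1.49 in screen 1. These values are consistent with expansion of a single clone whatever its gene. An effect shared by Maz guides stays open, because in sublibrary B the limma FDR was 0.964 while 5 of 6 guide values there, and 8 of 12 over both sublibraries, were above 0.

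Over the 4 screens together, cilium guides were lower and Hedgehog guides higher in dual cells. Low read numbers do not account for the cilium list, since of 10000 random lists matched on mCherry reads the share as low was 1e-04, the smallest these draws can give, and neither does a single screen, since the highest camera FDR without 1 screen was 0.00960. For the Hedgehog list a single screen is not excluded, since its medians were 1.21 and -0.08 in screens 1 and 2 of A and 0.39 and -0.09 in those of B, and its camera FDR without screen 1 of A was 0.173. A possible explanation is that loss of restraint on Hedgehog signalling favours dual cells. Its 9 negative regulators averaged 0.58 and its 4 activators 0.18, which an exact permutation test did not separate (p = 0.206, two-sided, 715 arrangements). Matched random lists were as high as the Hedgehog list with a share of 0.0147, which leaves low read numbers open for it, and with an estimated correlation neither list passed.

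Both parts of an ubiquitin ligase, COP1 (Rfwd2) and DET1, might restrain Hoxa7, as both ranked high in A. In B, 0.604 of genes had a change as high as Rfwd2 (-0.24), so its enrichment was not seen again. Det1 changed by 1.97 in B, rank 20 of 19712 genes and a share of 0.00101 as high. Adjusted over the 40 genes looked up between sublibraries, this share was 0.0406. Most of the change of Det1 in B came from screen 1, as its values by screen above show. By the single-screen test Det1 ranked 12 in screen 1 of B and 621 in screen 2. The 40 were 10 genes near each end of the ranking in each sublibrary. Vmn1r163, Psmb5 and mir-708 stood near an end of the ranking in A but were not looked up. Of these 40, 20 had the same direction in the other sublibrary and 3 had a share under 0.05, where 2 are expected. Maz had a share of 0.0189 in B. Loss of Det1 could therefore favour dual cells, which the 4-screen test did not establish (limma FDR 0.734).

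Over the 4 screens 0 genes passed by limma, with 274 higher and 729 lower at an unadjusted p below 0.05. Since the background lay below 0, this imbalance was not read as depletion. The 8 sorted libraries make 35 splits into equal groups, 3 of which could not be fitted, and with 0 genes in the real split all 32 fitted ones, the real one included, gave as many (0 as the highest of the others), so this count decides nothing. Of the 8 splits that part every mCherry and dual pair, the real one had the most genes at an unadjusted p below 0.05 in a fit of the 8 libraries, 940 against 923 for the next, and 8 splits are too few for a share under 0.05. In 35 sets of 4 values tested for an outlying value, 0 were found, where chance gives 1.75. A test on 4 values has little power, so an outlying library is not excluded.

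Replication-dependent histone genes were depleted in ESCs for 12 of 58 genes, 20.7% against 0.913% of all genes, and for 7 with the sublibraries scaled apart. Their median change was -0.68 (camera FDR 6.95e-19, adjusted p = 0.0210 with an estimated correlation). These values are adjusted over 4 gene families chosen after the results were seen, not over the 28 lists, and the unadjusted p with an estimated correlation was 0.00525, near that of ribosomal proteins (0.00946). Of 117 Vmn2r genes 1 was depleted, and of 181 Vmn1r genes 1. How many genomic sites the guides of these families match was not tested.

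Maz ranked 11 in screen 2 of sublibrary A by the single-screen test. The study ranked it higher in its screen of that sublibrary.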
